A study of Populus euphratica with 12 samples. Its data were reported in "Genome-wide analysis of RNAs associated with Populus euphratica Oliv. heterophyll morphogenesis" (2018).

How the data were processed

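Heterophylly is the occurrence of differently shaped leaves in 1 species. In *Populus euphratica*, a desert poplar, leaves were sampled in 4 shape groups. Li stands for linear leaves and La for lanceolate ones, while Ov are ovate leaves and Bo are broad-ovate ones. GEO's labels gave tree ages of 0 to 3 years for Li, 4 to 6 years for La, 8 to 12 years for Ov and over 20 years for Bo, with 3 libraries in each group, numbered 1 to 3. Leaf shape and tree age therefore changed together over the 12 libraries, and no comparison here separates them. The groups and numbers were taken from the sample titles, and a library is named by its group and number (Li1).

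Per the study's methods, the authors made strand-specific (dUTP) total RNA libraries after ribosomal RNA depletion, sequenced them as paired-end reads on the Illumina platform, and used the *P. euphratica* assembly PopEup_1.0 of the RefSeq collection. The deposited mRNA and lncRNA values are FPKM (fragments scaled by transcript length and by the size of the library). The authors obtained them by aligning reads to transcripts with Bowtie2, which was allowed to report several alignments for a read, and by estimating abundance with eXpress. A read that matches several transcripts is divided between them in this procedure, so near-identical transcripts, isoforms and overlapping genes share reads, and the value of such a transcript is less certain than that of a transcript with its own sequence. The lncRNAs comprise annotated transcripts and transcripts the authors assembled with Cufflinks and kept after filters on length, exon number and coding potential. The deposited circRNA values are RPM (reads that span the back-splice junction, scaled by the size of the library), obtained by the authors with CIRI. The authors compared groups with DESeq, which was their tool. The deposited FPKM and RPM are not counts, so a test on log2 values was used here.

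The read depth behind the FPKM values is unknown, because an FPKM estimate divided between transcripts does not come in whole steps. In the circRNA files every RPM was a whole multiple of the lowest value in its library divided by 2, within 0.01 of a read, for 100% of values above 0 in each library. The lowest value was therefore taken as 2 junction reads, which gave between 81.5 megareads (Bo3) and 86.0 megareads (Li3) as the total the authors divided by, and between 3421 (La2) and 10106 junction reads (Li3) per library. These read numbers describe depth, and the junction reads per library were compared between groups by permutation. No test of single circRNAs was run on them. A circRNA at 0 had fewer junction reads than the lowest value listed. An mRNA or lncRNA at 0 is described only as listed at 0, since a value estimated from divided reads can be 0 for reasons other than absence.

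Symbols were taken from a table of RefSeq genes for the version of the PopEup_1.0 assembly after the one the study names. It was used for names and for which genes are neighbours, and none of its positions are given. A symbol was found for 49440 of 49676 mRNAs and for all 4018 annotated lncRNAs. The table gives no product names, so the 8 planned sets of genes by product name were not tested. Scaffold positions of assembled lncRNAs and circRNAs are those in the authors' files.

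mRNAs and lncRNAs were tested when their mean over the 12 libraries was at least 0.5 FPKM, which left 32309 mRNAs and 1391 lncRNAs. Values were transformed as log2(FPKM + 1). A linear model with 4 group means was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean (trend), and p-values were adjusted by the Benjamini-Hochberg method within each class of RNA and each pair of groups. An RNA was called at an adjusted p under 0.05. All 6 pairs of groups were compared, and a pair is written with the older group first (Bo/Li for Bo against Li). In addition, 1 moderated F test asked whether any group differed. circRNAs were tested when above 0 in at least 3 libraries (244 circRNAs), as log2(RPM + 0.0116), where 0.0116 is the smallest RPM above 0 divided by 2. Fold changes are on these log2 scales, which understate the change of RNAs with low values. All limma tests were two-sided.

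The study named an RNA as associated with heterophyll morphogenesis (PHMA) when its expression changed in 1 direction from Li to La to Ov to Bo and differed between Li and Bo. Here a PHMA RNA had an adjusted p under 0.05 for Bo/Li and group means of the deposited values that fell at every step (CLI, with the leaf index, the ratio of leaf length to width) or rose at every step (OLI, opposite to the leaf index). The separation of groups was tested with a pseudo-F statistic on squared distances, where the distance was 1 minus Spearman's correlation over the RNAs tested, by an exact permutation test over all 15400 splits of the 12 libraries into 4 groups of 3, one-sided. The number of RNAs above 0 per library was compared with an F statistic and the same splits. The splits treat all 12 libraries as exchangeable and ignore the pairing of La with Ov by number described below.

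The genes named in the text follow a rule fixed in advance. They are the 22 RNAs the study names by RefSeq accession, the 5 mRNAs with the largest fall and the 5 with the largest rise for Bo/Li, and 3 and 3 lncRNAs, among PHMA RNAs whose Li and Bo libraries do not overlap, and the circRNAs called in any pair, or if there were none the 2 with the smallest p in the F test. RNAs that the study names by other identifiers, lncRNAs and circRNAs among them, could not be matched to the identifiers in the files, so no values are given for them. The most abundant circRNA was added after its values were seen.

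The tests were checked on simulated data built from the means and residual spread of the RNAs tested. Noise was drawn independently for each RNA and library. The simulated data therefore had no pairing of La with Ov, no RNAs that vary together and no excess of circRNA values at 0. The results of this check hold for such data only. With 200 of 32309 mRNAs changed by 2 or 3 on the log2 scale between Li and Bo, limma called 119 (59.5%) of the changed mRNAs and 2 unchanged ones, and all estimates had the right sign. With 200 of 1391 lncRNAs changed, it called 168 (84%) and 6 unchanged ones. With 20 of 244 circRNAs changed, it called 5 (25%). With no change simulated, 1 mRNA, 0 lncRNAs and 1 circRNA were called, and 1630, 68 and 14 had an unadjusted p under 0.05. The permutation test of 2000 simulated mRNAs gave p under 0.05 in 2 of 20 sets with no group difference, and 6.494e-05, the smallest value it can give, when the groups differed.

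Same-numbered libraries were compared by the correlation, over mRNAs, of their deviations from their group means. For La and Ov the 3 correlations were 0.25, 0.64 and 0.66 (numbers 1, 2 and 3), so the numbers were taken to pair La with Ov. In the other 5 pairs of groups at least 1 of the 3 correlations was under 0.1. A fit with the La and Ov numbers as a block (for lncRNAs the correlations were 0.25, 0.57 and 0.63) was added after the data were seen. In that fit La and Ov stand at their fitted levels for number 1. Its comparisons of La or Ov with Li or Bo are therefore not between group means. Its Bo/Li changes equal those without the block, and only the estimate of spread differs. The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, an unadjusted p under 0.05 (the study states a threshold on P), a minimum change of 1 on the log2 scale, scaling of each library to the same upper quartile, no mean-variance trend, fits of only the 6 libraries compared, the replicate number as a block over all groups, FPKM summed per gene, monotone means on the log2 scale, a linear trend over the group order, and leaving out each library in turn, with matching alternatives for circRNAs, group separation and detection. MicroRNAs were not analysed here.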

Results

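RNA abundance was available for 12 leaf libraries of *P. euphratica*, 3 each from the Li, La, Ov and Bo groups. The mRNA files listed 49676 transcripts, of which 48795 were above 0 FPKM in at least 1 library and 43644 in all 12. The lncRNA files listed 4460 transcripts, and 3310 of them (2870 annotated and 440 assembled by the authors) were above 0 in at least 1 library. The circRNA files listed 1149 circRNAs, of which 728 (63.4%) were above 0 in 1 library only and 17 in all 12. By the authors' annotation, 958 circRNAs were sense-overlapping, 88 exonic, 64 intergenic, 31 antisense and 8 intronic.

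The number of mRNAs above 0 per library ranged from 46457 (Li3) to 47043 (Bo2), and did not differ between groups (exact permutation p = 0.6867). The lncRNAs numbered from 2513 (Li3) to 2646 (Ov3) per library, with no difference between groups at this number of libraries (exact permutation p = 0.3877); with Li1 left out the p was 0.02026. The circRNAs numbered 173 ± 17.6 (SD, n = 3) in Li, 230 ± 48.7 in La, 242 ± 37.5 in Ov and 182 ± 6.00 in Bo. This difference did not pass the threshold (exact permutation p = 0.06409), but did without La2 (p = 0.04279) or La3 (p = 0.04383). The splits ignore the pairing of La and Ov by number, which the circRNA counts followed. They were 224, 184 and 281 in La1, La2 and La3, and 240, 205 and 280 in Ov1, Ov2 and Ov3. The number of junction reads ranged from 3421 in La2 to 10106 in Li3, while the totals behind the RPM were alike (81.5 to 86.0 megareads), and circRNA_0974 alone took 28.6% of the RPM in La2 and 71.9% in Li3. The junction reads by group were 7775 ± 2314 in Li, 4986 ± 1557 in La, 4885 ± 1333 in Ov and 4898 ± 1244 in Bo (SD, n = 3; exact permutation p = 0.1498).

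To ask which RNAs occur in 1 leaf type alone, RNAs above 0 in at least 1 library of 1 group and listed at 0 in all others were counted. There were 142 such mRNAs in Li, 89 in La, 147 in Ov and 215 in Bo, 593 in all. Of these, 477 were above 0 in a single library, and 437 (73.7%) did not reach 0.1 FPKM in any library. Requiring all 3 libraries of the group left 1, 1, 0 and 22 mRNAs, and a floor of 0.1 FPKM in place of 0 gave 2619 in all. For lncRNAs the counts were 78 in Li, 62 in La, 76 in Ov and 75 in Bo, and for circRNAs they were 164, 223, 226 and 163. With all 3 libraries of the group required, 1 lncRNA (in Ov) and 2 circRNAs (1 in Ov and 1 in Bo) were left.

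The next question was whether libraries of 1 leaf group resemble each other more than those of other groups. Over the mRNAs tested, Spearman's correlation averaged 0.886 over the 12 pairs of libraries within a group and 0.864 over the 54 pairs between groups. These are correlations across transcripts, which are not independent replicates. The pseudo-F was 2.12 (exact permutation p = 0.0426, 656 of 15400 splits as large). This result depended on single libraries: with 1 library left out the p ranged from 0.0163 to 0.1525, and it passed 0.05 only without La3, Ov2 or Bo3. For lncRNAs the mean correlation was 0.707 within and 0.652 between groups (pseudo-F 2.14, exact permutation p = 0.005649), and all 12 tests without 1 library passed 0.05. For circRNAs it was 0.320 within and 0.288 between groups (pseudo-F 1.25, exact permutation p = 0.1428).

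The groups were not equally apart. Li and Bo libraries had a mean mRNA correlation of 0.851 with each other, against 0.918 within Li and 0.873 within Bo, and Ov and Li libraries had 0.848. La and Ov libraries had a mean correlation of 0.891 with each other, against 0.881 within La and 0.872 within Ov. The 3 pairs of La and Ov libraries with the same number averaged 0.933, and the 6 with different numbers averaged 0.870, which is below both means within groups. The highest value over all pairs, 0.965, was that of La2 and Ov2, and La3 with Ov3 reached 0.949. La1 with Ov1 had only 0.885. That was below La1 with Ov2 (0.914) and La3 with Ov1 (0.887), and above La1 with Ov3 (0.841) and La2 with Ov1 (0.869). In these correlations the close pairing was thus seen for numbers 2 and 3 and not for number 1. The first principal component of the mRNAs held 31.1% of the variance and did not separate the 4 groups (51.2% of it between groups, exact permutation p = 0.1046). Nor did the second component, with 16.1% of the variance (12.0% between groups, exact permutation p = 0.7423). On the first component the Li libraries had the lowest values (-90.1 to -48.7), though Bo1 (-42.9) lay close to Li1. Whether Li alone stands apart there was not tested. The third component (14.2% of the variance) differed between groups (79.7% between groups, exact permutation p = 0.002922), with Bo1 (92.5) and Bo2 (85.5) far from the other libraries, Bo3 at 13.7 and the 9 libraries of Li, La and Ov below 0 and not separated from each other by group.

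**Figure D1:**
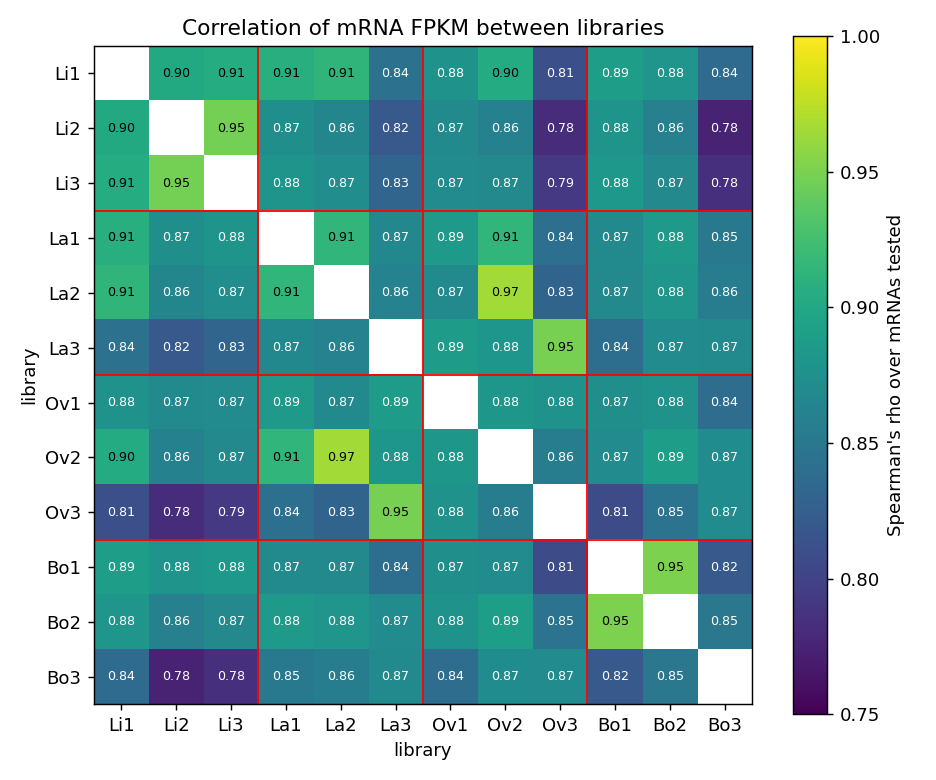
Spearman's rho between each pair of the 12 libraries over the 32309 mRNAs tested, with both axes listing libraries, colour and number giving rho, and red lines separating the Li, La, Ov and Bo groups. La2 and Ov2 had the highest value of all pairs, and La3 and Ov3 were closer to each other than either was to the other libraries of its own group.

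To identify RNAs that differ between leaf types, 6 pairs of groups were compared in 1 limma fit. For mRNAs, 9 of 32309 were called for La/Li (4 higher in La and 5 lower), 99 for Ov/Li (89 higher in Ov and 10 lower), 164 for Bo/Li (119 higher in Bo and 45 lower), 48 for Bo/La (39 higher in Bo and 9 lower) and 35 for Bo/Ov (33 higher in Bo and 2 lower), at a Benjamini-Hochberg adjusted p under 0.05. No mRNA was called for Ov/La with limma, and the smallest adjusted p was 1. In total 236 mRNAs were called in at least 1 pair, and the F test over the 4 groups called 86. The threshold moved these counts most. At an unadjusted p under 0.05 there were 4366 mRNAs for La/Li, 6223 for Ov/Li, 5999 for Bo/Li, 662 for Ov/La, 2606 for Bo/La and 2766 for Bo/Ov, where 1615 for each pair would be expected by chance if all libraries were independent. The La and Ov libraries were not, since those of the same number deviated together, so that number is not the chance value for Ov/La. Of the 4 splits of the La and Ov libraries that part all 3 numbered pairs, the real one had 662 such mRNAs and the other 3 had from 330 to 401. The mRNAs under the unadjusted p were nearer to balance in direction than the calls for Ov/Li, with 58.7% higher in Ov, and for Bo/Ov, with 55.1% higher in Bo. With the La and Ov numbers as a block, Bo/Li had 944 calls, which included all 164 of those without the block. The fit of only Li and Bo had 107. The Bo/Li changes were the same with and without the block, and only the estimate of spread differed. The block takes the differences between numbers in La and Ov out of that estimate. It may then be too small for Li and Bo, so the 944 calls are not stronger evidence. With the block, Ov/Li had 91 calls (32 shared with the 99) and Bo/La had 44 (24 shared with the 48). Bo/Ov had 22 (9 shared with the 35) and La/Li had 3 (1 shared with the 9). Of the Bo/Ov calls 40.9% were then higher in Bo, against 94.3% without the block. Of the La/Li calls 0% were higher in La, against 44.4%. In this fit La and Ov stood at their fitted levels for number 1, not at their group means. The block counts and shares of these pairs are therefore not for the same comparisons as those without the block. After scaling to the upper quartile, 61.0% of the Bo/Li calls were higher in Bo, against 72.6% without scaling, and 54.5% of the La/Li calls were higher in La, against 44.4%.

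Single libraries decided much of this. For Bo/Li there were 491 calls without Bo3 and 394 without Li1, and fewer without Li2 (39), Li3 (47), Bo2 (49), Bo1 (103), La1 (104) or La2 (106). For Ov/Li there were 426 calls without Bo3, 302 without Li1 and 177 without La3. There were fewer without Ov3 (3), Li2 (5), Li3 (9), Ov1 (33), Bo2 (37) or La2 (48). The share of Ov/Li calls higher in Ov moved too, from 89.9% with all libraries. It was 20% without Li2, 33.3% without Ov3, 44.4% without Li3, 54.5% without Ov1 and 45.5% in the fit of only Ov and Li. Without the other libraries listed for Ov/Li it was between 76.2% (Li1) and 85.3% (La3). For La/Li the count was 149 without Li1, 18 without Ov1, 17 without Bo3, 16 without La1 or Ov3, 5 without Li2 or Li3, 4 without La2 or Bo1 and 3 without La3 or Bo2. For Bo/La it was 447 without Bo3, 27 without La1, 28 without La2 and 31 without Bo2, and for Bo/Ov it was 458 without Bo3 and 22 without Ov3. The F test called 639 mRNAs without Bo3, 201 without Li1, 55 without Bo1, 41 without Li3 and 39 without Li2 or Bo2. Ov/La had no calls in any of the 12 fits without 1 library. Leaving out Bo3 left Bo1 and Bo2 (Spearman's correlation 0.950), and leaving out Li1 left Li2 and Li3 (0.948). These were the most alike libraries of their groups, so the spread left within the group was small. Whether the higher counts without Bo3 or Li1 come from this was not tested.

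**Figure D2:**
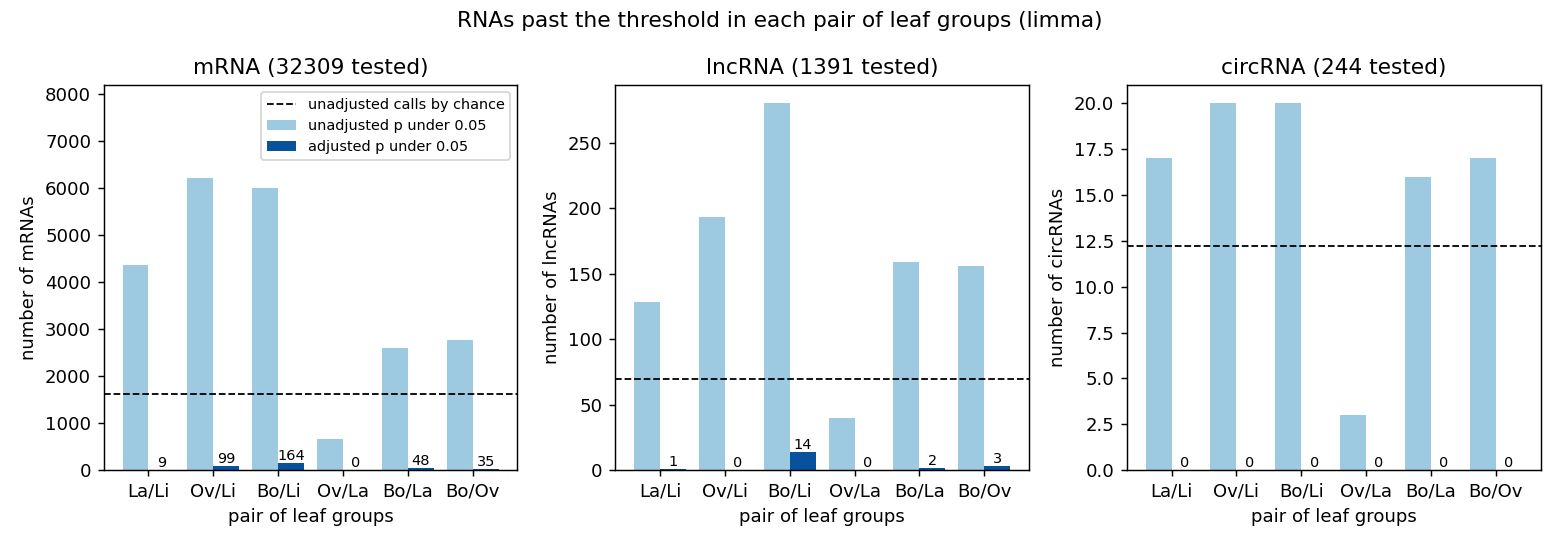
Number of mRNAs, lncRNAs and circRNAs (vertical axes, each on its own linear scale) past the limma threshold in each pair of leaf groups (horizontal axes), with light bars for an unadjusted and dark bars for an adjusted p under 0.05, and a dashed line at the number of unadjusted calls that chance gives for independent libraries, which La and Ov libraries of the same number were not. The light Ov/La bars are the lowest in all 3 classes, and the dark bars reach at most 164.

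For lncRNAs, limma called 1 of 1391 for La/Li, 0 for Ov/Li, 14 for Bo/Li (10 higher in Bo and 4 lower), 0 for Ov/La, 2 for Bo/La and 3 for Bo/Ov at an adjusted p under 0.05, and 7 in the F test. At an unadjusted p under 0.05 the numbers were 128, 193, 280, 40, 159 and 156, where 69.5 would be expected by chance if all libraries were independent. As for mRNAs, that is not the chance value for Ov/La, for which the real split had 40 such lncRNAs and the other 3 splits that part all 3 numbered pairs had from 9 to 29. The median lncRNA was 0.22 higher in Bo than in Li on the log2 scale, and after scaling to the upper quartile it was 0.05 higher, so the rises in lncRNA below should be read against a general shift of 0.18 that depends on scaling; for Ov/Li that shift was 0.13. With the La and Ov block, 44 lncRNAs were called for Bo/Li and 5 for Bo/La, with the limits of that fit given for mRNAs. For Bo/Li there were 31 calls without Bo3, 30 without Li1, 9 without La1, 3 without Li3 or Bo2 and 2 without Li2. Without Li1 there were 17 calls for La/Li and 20 for Ov/Li, and without Bo3 there were 21 for Bo/La and 13 for Bo/Ov.

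No circRNA was called by limma in any pair at an adjusted p under 0.05 (51 had an unadjusted p under 0.05 in at least 1 pair), and none in the F test (18 at an unadjusted p, against 12.2 by chance). With 1 library left out, 4 circRNAs were called in at least 1 pair without Ov2, 2 without Bo2 or Bo3 and 1 without Bo1. With no filter 3 were called, which was the alternative with an adjusted p that moved this count most after the one without Ov2. The 2 circRNAs with the smallest p in the F test were circRNA_0839 and circRNA_0351. circRNA_0839, on the plus strand of scaffold NW_011500051.1 from 402079 to 409945, overlaps transcript XM_011001732.1 in the sense direction. It was at 0 in the 9 libraries of Li, La and Ov. In Bo1, Bo2 and Bo3 it was at 0.0489, 0.0361 and 0.0368 RPM (adjusted p of the F test in limma 0.1792). The values in Bo2 and Bo3 are 3 junction reads, against 2 reads for the lowest value listed. This circRNA was thus near the lowest level listed. For Bo/Li its adjusted p was 0.1224, with a range from 0.01563 to 0.5697 over the alternatives, and it passed 0.05 without Ov2 (0.0237), Bo1 (0.01563) or Bo2 (0.03933). circRNA_0351, on the minus strand of NW_011499873.1 from 361483 to 378394, overlaps XM_011029125.1. It was at 0 in the 3 Li libraries, and above 0 in the 9 others, between 0.0601 RPM in Bo2 and 0.417 RPM in Ov1 (adjusted p of the F test in limma 0.1792). The most abundant circRNA, circRNA_0974 (minus strand of NW_011500185.1, 44746 to 105870, overlapping XM_011007004.1 in the sense direction), was singled out after its values were seen. It took between 16.6% (Bo3) and 71.9% (Li3) of the RPM of a library. Its level was 60.6 ± 24.2 RPM in Li, 20.5 ± 7.60 in La, 21.6 ± 15.8 in Ov and 26.3 ± 17.3 in Bo (SD, n = 3), and Li and Bo libraries overlapped (limma adjusted p for Bo/Li 0.505). With no filter that p was 1.273e-18, with the same change of -1.45 on the log2 scale, and in the other alternatives it was at most 0.888 and did not pass 0.05.

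RNAs that follow leaf shape from Li to Bo were then sought by the PHMA rule. Of the mRNAs tested, 22 were CLI and 69 were OLI. At an unadjusted p under 0.05, the alternative that moved these counts most, 752 were CLI and 1464 OLI. Group means were in monotone order in 14.1% of all mRNAs tested. With the La and Ov block, whose estimate of spread may be too small for Bo/Li, the counts were 160 CLI and 276 OLI. With 1 library left out, the CLI count was 55 without Li1, 46 without Bo3, 14 without Ov2 or Bo1, 13 without La1, 12 without La2, 5 without Li2 or Bo2 and 4 without Li3. The OLI count was 145 without Bo3, 131 without Li1, 42 without Ov2, 39 without La2, 35 without La1, 24 without Bo2, 22 without Li3 and 20 without Li2. For lncRNAs, 3 were CLI and 5 were OLI, and with the La and Ov block 7 and 13. CLI lncRNAs numbered 5 without Li1 and 1 without Li2 or Li3. OLI lncRNAs numbered 11 without Li1, 9 without Bo3, 3 without Bo1, 2 without La1, La2, Ov1 or Ov2 and 0 without Li2, Li3 or Bo2. No circRNA was PHMA in limma (1 CLI and 2 OLI at an unadjusted p under 0.05), and with no filter there was 1 of each kind.

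The 5 PHMA mRNAs with the largest falls were XM_011031700.1, XM_011039349.1, XM_011033035.1, XM_011042144.1 and XM_011019701.1. XM_011039349.1 (gene PRXR1) fell from 251 ± 22.2 FPKM in Li to 129 ± 49.3 in La, 65.9 ± 37.8 in Ov and 17.7 ± 6.67 in Bo (SD, n = 3), with a log2 change for Bo/Li of -3.82 (SE 0.43, limma adjusted p 0.002969). XM_011033035.1 (LOC105130495) fell from 22.5 ± 9.47 FPKM in Li to 0.799 ± 0.659 in Bo (log2 change -3.69, SE 0.46, limma adjusted p 0.005883). Both passed the adjusted threshold in all 21 alternatives with an adjusted p. XM_011031700.1 (LOC105129578) fell from 74.0 ± 41.6 to 3.46 ± 2.63 FPKM (limma adjusted p 0.03261, 0.01365 to 0.1593 over the alternatives, and not past the threshold without Li2, Li3, La1 or Bo2 or in the fit of only Li and Bo). XM_011019701.1 (LOC105121162) fell from 72.6 ± 29.6 to 6.17 ± 3.54 FPKM (limma adjusted p 0.01264, 0.005892 to 0.09284 over the alternatives, and not past the threshold without Li2 or Li3 or in the fit of only Li and Bo). XM_011042144.1 (LOC105136705) was at 17.0 ± 2.41 FPKM in Li, at 1.93e-13 and 6.04e-17 FPKM in Bo1 and Bo2, values which are effectively 0, and at 3.16 FPKM in Bo3 (limma adjusted p 0.01592, 0.0001804 to 0.09812 over the alternatives, and not past the threshold without Li2, Li3, Bo1 or Bo2, with a pseudocount of 0.1 or in the fit of only Li and Bo).

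The 5 PHMA mRNAs with the largest rises were XM_011046794.1, XM_011024751.1, XM_011024752.1, XM_011031526.1 and XM_011020711.1. XM_011024751.1 (LOC105124649) rose from 2.07 ± 1.77 FPKM in Li to 14.4 ± 4.65 in La, 35.6 ± 18.9 in Ov and 59.7 ± 5.36 in Bo (SD, n = 3), with a log2 change for Bo/Li of 4.45 (SE 0.44, limma adjusted p 0.001855, past the threshold in all 21 alternatives). XM_011024752.1 (LOC105124650) rose from 0.820 ± 0.385 to 38.1 ± 13.2 FPKM (limma adjusted p 0.008183, 0.001338 to 0.05999 over the alternatives, the highest being without Li2, where the call was lost). These genes have neighbouring numbers and the same end position in the reference table, so reads common to both could have been divided between them, and their separate values are uncertain. XM_011020711.1 (LOC105121866) was at 8.89, 14.4 and 34.0 FPKM in Bo1, Bo2 and Bo3, and at most 0.818 FPKM (Ov2) in the other 9 libraries, 3 of which listed it at 0 (limma adjusted p 0.002112, past the threshold in all 20 alternatives). XM_011046794.1, which has no symbol in the reference table, rose from 15.5 ± 10.6 FPKM in Li to 635 ± 559 in Bo, with 718 FPKM in La3, 912 in Ov3 and 1273 in Bo3 (limma adjusted p 0.03506, 0.008897 to 0.1679 over the alternatives, and not past the threshold without Li2, Li3, La1 or Bo2, with no filter or in the fit of only Li and Bo). XM_011031526.1 (LOC105129448) rose from 0.374 ± 0.169 to 23.5 ± 6.32 FPKM (limma adjusted p 0.04418), and this call was lost without Li1, Li2, Li3, La1, Ov3, Bo1, Bo2 or Bo3, with no filter, with a mean of at least 5 FPKM and after upper quartile scaling (adjusted p 0.003683 to 0.1821 over the alternatives).

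**Figure D3:**
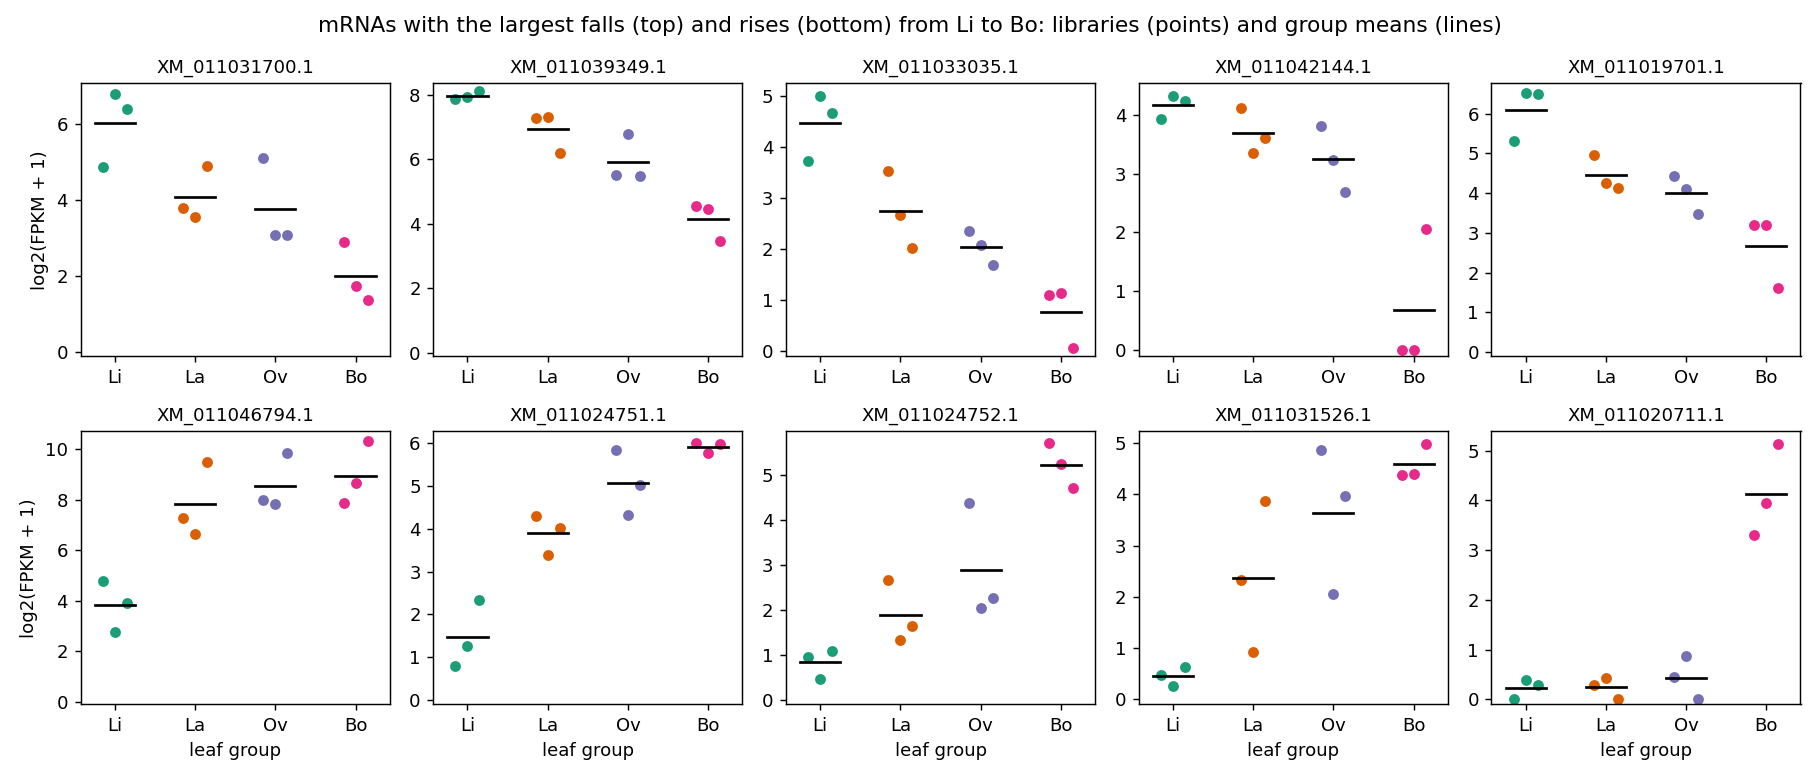
Abundance of the 5 mRNAs with the largest falls (upper row) and the 5 with the largest rises (lower row) from Li to Bo, as log2(FPKM + 1) on linear vertical axes that differ between panels, for the 4 leaf groups on the horizontal axes, with a point for each library, ordered 1 to 3 within a group, and a line at the group mean. In each panel the Li and Bo points do not overlap, which was a condition for being chosen.

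Among lncRNAs, XR_844356.1 (LOC105136503) fell from 15.9 ± 1.82 FPKM in Li to 9.84 ± 1.24 in La and 6.28 ± 1.60 in Ov (SD, n = 3), and was at 0.942 and 0.639 FPKM in Bo1 and Bo2 and listed at 0 in Bo3 (log2 change for Bo/Li -3.51, SE 0.32, limma adjusted p 0.0001473, past the threshold in all 21 alternatives). XR_843408.1 (LOC105131343) fell from 14.7 ± 3.10 to 1.23 ± 1.05 FPKM (limma adjusted p 0.01635, 0.0129 to 0.1096 over the alternatives, and lost without Li2 or Li3 or in the fit of only Li and Bo). The assembled lncRNA TCONS_00031028, on the minus strand of NW_011499899.1 from 857388 to 860265 and antisense to XM_011036092.1, fell from 7.52 ± 4.55 to 0.277 ± 0.182 FPKM (limma adjusted p 0.01635). TCONS_00064440, an assembled intergenic lncRNA on the minus strand of NW_011500517.1 from 93326 to 96210, rose from 0.413 ± 0.448 to 7.51 ± 4.26 FPKM (limma adjusted p 0.01635). The calls of TCONS_00031028 (adjusted p 0.0004433 to 0.1177 over the alternatives) and TCONS_00064440 (0.0006192 to 0.1177) were lost without Li2, Li3, Bo1 or Bo2, with no filter and in the fit of only Li and Bo. XR_845232.1 (LOC105140761) rose from 2.21 ± 0.899 to 49.4 ± 27.1 FPKM (limma adjusted p 0.01635, 0.004015 to 0.1177 over the alternatives, and lost without Li2, Li3 or Bo2 or with no filter). XR_845338.1 (LOC105141300) rose from 7.10 ± 10.2 to 76.2 ± 37.0 FPKM (limma adjusted p 0.04403), and the call was lost without any 1 library other than Li1, Ov3 and Bo3, with no filter, after upper quartile scaling and in the fit of only Li and Bo (0.000574 to 0.195 over the alternatives).

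The study names 20 mRNAs and 2 lncRNAs by RefSeq accession, and all 22 had group means in monotone order in the files (18 OLI and 4 CLI). In 18 of them the Li and Bo libraries did not overlap. Chance gives 10% for RNAs picked without regard to these libraries, which is no reference for this list, since the study chose it on these samples. The filter left 20 to test. Over all RNAs tested, 1 was called for Bo/Li by limma, XM_011046954.1 (LOC105140216), which rose from 1.10 ± 0.596 FPKM in Li to 4.52 ± 0.277 in La, 5.25 ± 1.66 in Ov and 5.93 ± 2.08 in Bo (SD, n = 3; log2 change 1.72, SE 0.30, limma adjusted p 0.04119). It was not called without Li2, Li3, La1, La2, Ov1, Bo1 or Bo2, in the fit of only Li and Bo, or with the replicate number as a block over all groups (0.02064 to 0.1806 over the alternatives). The number of the list called was 4 without Bo3, 3 without Li1, 2 without Ov2 and 0 without Li2, Li3, La1, La2, Bo1 or Bo2. Adjusted over the list alone, 15 of 20 passed, and 17 had an unadjusted p under 0.05. For the same reason the count adjusted over the list alone is not independent evidence. With the La and Ov block 6 of the list were called over all RNAs tested, but its estimate of spread may be too small for Bo/Li. XM_011028982.1 (LOC105127615) fell from 149 ± 87.0 FPKM in Li to 72.4 ± 14.6 in La, 58.2 ± 15.7 in Ov and 45.3 ± 14.7 in Bo, with overlap of Li and Bo libraries (limma adjusted p 0.1532, and 0.01229 to 0.4233 over the alternatives, past the threshold only without Li1). XR_843201.1 (LOC105130215) rose from 1.27 ± 0.256 FPKM in Li to 6.19 ± 2.13 in Bo, without overlap (limma adjusted p 0.1104, and 0.0782 to 0.3038 over the alternatives). The study also measured XM_011028982.1 and XR_843201.1 by quantitative PCR, and reported profiles that matched its sequencing. Those measurements were not examined here. XM_011049323.1 and XR_840494.1 were under the filter, with means in Bo of 0.714 and 0.363 FPKM. The 17 others had log2 changes for Bo/Li between -1.68 (XM_011021842.1) and 2.59 (XM_011017944.1), and limma adjusted p from 0.06205 (XM_011034944.1) to 0.446 (XM_011010104.1).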

Values the study reported

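The study reported 3312 lncRNAs, made up of 2870 annotated and 442 assembled ones, and 1149 circRNAs over the 12 samples. It listed 411 assembled lncRNAs for Li3. The study counted mRNAs found in a single leaf type, with 142 for Li, 89 for La, 147 for Ov and 215 for Bo.

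At P < 0.05, the study reported 8942 differentially expressed mRNAs. By pair it gave 3147 for La/Li, 4145 for Ov/Li, 3899 for Bo/Li, 455 for Ov/La, 1906 for Bo/La and 1885 for Bo/Ov.

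The study counted 1374 PHMA mRNAs, of which 607 were CLI and 767 were OLI. For lncRNAs it gave 71 PHMA RNAs, with 20 CLI and 51 OLI, and for circRNAs it gave 2, with 1 of each kind.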

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

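The alternative that uses the La and Ov replicate numbers as a block was chosen only after the data were seen, and the other alternatives were chosen before the data were examined. The 8 planned product sets were not run, since the reference table gives no product names. No signed change of a named RNA changed sign in any alternative. Where no cause is given below, the cause was not tested.

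The counts of calls moved by more than 1.5 times in many alternatives. A pseudocount of 0.1 gave 17 mRNA calls for Bo/La, 5 for Bo/Ov, 53 for any group and 13 CLI mRNAs, and for lncRNAs 2 for La/Li, 23 for Bo/Li and 11 OLI. With no filter there were 59 mRNA calls for Ov/Li, 273 for Bo/Li, 143 for Bo/La, 135 for Bo/Ov and 189 for any group; 3 lncRNA calls for La/Li, 4 for Ov/Li, 9 for Bo/Li and 0 OLI; and for circRNAs 3 calls in any pair, 1 for any group, 1 CLI and 1 OLI. A mean of at least 5 FPKM, which tests fewer RNAs, gave mRNA calls of 4 for La/Li, 194 for Ov/Li, 71 for Bo/Li, 1 for Bo/La, 1 for Bo/Ov and 15 for any group, with 11 CLI and 31 OLI, and lncRNA calls of 4 for La/Li, 6 for Ov/Li, 5 for Bo/Li and 1 for Bo/La, with 2 OLI, and 0 of the RNAs the study names.

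An unadjusted p under 0.05 gave mRNA counts of 4366 for La/Li, 6223 for Ov/Li, 5999 for Bo/Li, 662 for Ov/La, 2606 for Bo/La, 2766 for Bo/Ov and 4820 for any group, with 752 CLI and 1464 OLI. For lncRNAs it gave 128, 193, 280, 40, 159 and 156 in the same order of pairs, 213 for any group, 28 CLI and 91 OLI, for the RNAs the study names 17, and for circRNAs 51 in any pair, 18 for any group, 1 CLI and 2 OLI. These rises follow from the threshold itself.

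Upper quartile scaling gave 43 mRNA calls for Ov/Li, 3 lncRNA calls for La/Li and 3 OLI lncRNAs. Without the mean-variance trend, 4 lncRNAs were called for any group. Fits of only the libraries compared, which have fewer samples, gave mRNA calls of 3 for La/Li, 11 for Ov/Li, 107 for Bo/Li, 8 for Bo/La and 3 for Bo/Ov and 39 OLI, and lncRNA calls of 4 for Ov/Li, 5 for Bo/Li and 1 for Bo/La, with 1 CLI and 1 OLI. The replicate number as a block over all groups gave 595 mRNA calls for Ov/Li, 39 CLI mRNAs, 2 lncRNA calls for La/Li, 3 for Ov/Li and 8 OLI lncRNAs. With the La and Ov block there were 3 mRNA calls for La/Li, 944 for Bo/Li and 22 for Bo/Ov, 160 CLI and 276 OLI mRNAs, lncRNA calls of 0 for La/Li, 1 for Ov/Li, 44 for Bo/Li and 5 for Bo/La, 7 CLI and 13 OLI lncRNAs, and 6 of the RNAs the study names. In that block fit, comparisons of La or Ov with Li or Bo use La and Ov at number 1, not their group means. Its Bo/Li counts may rest on too small a spread. FPKM summed per gene gave 17 calls for La/Li and 208 for Ov/Li. A linear trend gave 5 CLI and 7 OLI mRNAs. Testing circRNAs above 0 in at least 6 libraries gave 2 calls in any pair. RNAs seen in 1 group only fell to 24 mRNAs, 1 lncRNA and 2 circRNAs when all 3 libraries of the group were required, and mRNAs rose to 2619 with a floor of 0.1 FPKM.

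With 1 library left out, its group had 2 libraries. Without Bo3 or Li1, these were the most alike libraries of that group by Spearman's correlation. The mRNA calls ranged from 3 to 149 for La/Li, from 3 to 426 for Ov/Li, from 39 to 491 for Bo/Li, from 27 to 447 for Bo/La, from 22 to 458 for Bo/Ov and from 39 to 639 for any group, with 4 to 55 CLI and 20 to 145 OLI. The highest were without Li1 (149 for La/Li and 55 CLI) or Bo3 (the others). The lncRNA calls ranged from 0 to 17 for La/Li, 0 to 20 for Ov/Li, 2 to 31 for Bo/Li, 2 to 21 for Bo/La, 1 to 13 for Bo/Ov and 2 to 21 for any group, with 1 to 5 CLI and 0 to 11 OLI. For La/Li the lncRNA count was 17 without Li1, 5 without Bo1, 3 without La1, 2 without Bo3 and 0 without Li2, Li3, La2, La3 or Bo2. For Ov/Li it was 20 without Li1, 7 without Bo3, 2 without La1 or Ov1 and 1 without La3. For Bo/La it was 21 without Bo3, 6 without La1 and 5 without Li1, and for Bo/Ov it was 13 without Bo3, 5 without La1 and 1 without Bo2. For any group it was 21 without Li1, 18 without Bo3, 4 without Ov1, 3 without La3, Ov2 or Bo1 and 2 without Li2, Li3, La2, Ov3 or Bo2. The RNAs the study names had 0 to 4 calls, and circRNAs 0 to 4 in any pair and, for any group, 4 without Ov2, 1 without Bo1 or Bo2 and 0 without the others. No call was made for Ov/La in mRNAs or lncRNAs, and no circRNA was CLI or OLI (0 to 0).

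The pseudo-F of mRNAs ranged from 1.498 without Li2 (p 0.1525) to 2.71 without Bo3 (p 0.0163), and its p did not pass 0.05 without Li1 (0.05844), Li2, Li3 (0.1384), La1 (0.06838), La2 (0.06188), Ov1 (0.06383), Ov3 (0.0524), Bo1 (0.05883) or Bo2 (0.1005). The pseudo-F of lncRNAs ranged from 1.69 to 2.47 and passed 0.05 in each of the 12, and that of circRNAs ranged from 1.05 to 1.44 and did not pass in any. The F statistic of RNAs above 0 per library ranged from 0.155 to 2.20 for mRNAs, from 0.808 to 5.48 for lncRNAs (past 0.05 without Li1, p 0.02026) and from 2.43 to 5.97 for circRNAs (past 0.05 without La2, p 0.04279, or La3, p 0.04383). RNAs seen in 1 group only ranged from 586 to 628 for mRNAs, 271 to 298 for lncRNAs and 721 to 756 for circRNAs.

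Of the RNAs named in the report, the Bo/Li side of the threshold was lost in 52 combinations of RNA and library left out and gained in 10, and was the same in 406. Outside these fits it was lost in 6 cases with no filter, 9 in fits of only Li and Bo, 2 after upper quartile scaling and 1 each with a pseudocount of 0.1, a mean of at least 5 FPKM and the replicate block. It was gained in 5 cases with the La and Ov block, in 19 with an unadjusted p, and in 1 each with no filter, fits of only Li and Bo and the replicate block. With a change of at least 1 required and without the mean-variance trend, all 36 cases of each kept their side. The depth behind FPKM is unknown, so its part in these losses could not be examined. The circRNAs had between 3421 and 10106 junction reads per library, and the simulated data gave calls for 25% of changed circRNAs.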

Other observations

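The tests of a graded difference, of carried-over RNA in Li1 and Ov1 and of library depth were chosen only after the result was seen, as was the block of La and Ov numbers.

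The number of calls here differed from the study's at an adjusted threshold. The mRNA calls were 9 for La/Li, 99 for Ov/Li, 164 for Bo/Li, 0 for Ov/La (662 at an unadjusted p in limma), 48 for Bo/La and 35 for Bo/Ov. In at least 1 pair, 236 mRNAs were called. These are lower than the values quoted from the study above. There were 22 CLI and 69 OLI mRNAs, 3 CLI and 5 OLI lncRNAs and 0 PHMA circRNAs (3 at an unadjusted p in limma). The adjusted counts of PHMA RNAs are lower as well. An unadjusted p under 0.05 is nearer to the study's threshold, though the test differs. It gave 4366 mRNAs for La/Li, 6223 for Ov/Li, 5999 for Bo/Li, 2606 for Bo/La and 2766 for Bo/Ov. In at least 1 pair there were 11883. There were 752 CLI and 1464 OLI mRNAs, and 28 CLI and 91 OLI lncRNAs. These counts, and the 662 for Ov/La, are all higher than the values quoted from the study above. The 3 circRNAs are also above the study's number, though the CLI count of 1 is the same. In Li3, 383 assembled lncRNAs were above 0. That is lower than the value quoted from the study above.

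Random regrouping of libraries was used to ask whether the counts would also arise in groups drawn at random from these libraries. For each pair of groups the 6 libraries have 10 splits, too few to exclude chance. Only 1 of the 10, the real one, gave as many mRNA calls for La/Li, Ov/Li, Bo/Li, Bo/La and Bo/Ov, as many lncRNA calls for La/Li, Bo/Li, Bo/La and Bo/Ov, and as many calls of the RNAs the study names. All 10 gave as many for Ov/La in mRNAs and lncRNAs and for Ov/Li in lncRNAs, where the real count was 0, so that any split gives as many and nothing follows. Of 100 splits of all 12 libraries, 4 gave as many mRNA calls for any group and as many CLI mRNAs, 2 as many OLI mRNAs, 3 as many lncRNA calls for any group and as many OLI lncRNAs, and 2 as many CLI lncRNAs. These are under the limit of 5 of 100 set in advance for excluding chance. They are so only narrowly for the mRNA calls for any group and the CLI mRNAs, for which the 100 splits drawn are weak evidence. The splits also treat all 12 libraries as exchangeable, which La and Ov libraries of the same number were not. Being under the limit is therefore not firm evidence against chance. At an unadjusted p chance cannot be excluded for CLI mRNAs (6 of 100), while OLI mRNAs are under the limit (2 of 100). For circRNAs the real counts of calls in any pair, for any group, CLI and OLI were 0 (51, 18, 1 and 2 at an unadjusted p in limma), so all 100 splits gave as many by construction, which says nothing about chance.

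The random splits with most calls crossed the leaf groups. The real groups gave 86 mRNA calls for any group, and a split that kept the 3 Li libraries and joined La3, Ov3 and Bo3, La1, La2 and Ov2, and Ov1, Bo1 and Bo2 gave 8167. Another that held the first 2 of these joined sets gave 3445. No batch or collection label was used here that could account for such sets. For Ov/La, the number pairs libraries, and 4 of the 10 splits part all 3 pairs. Of these the real one had the most mRNAs at an unadjusted p (662, the others 330 to 401), while the split that joined La1, La2 and Ov2 against La3, Ov1 and Ov3 gave 1473 calls.

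A related pattern was seen in genes that are on in one library (at least 5 FPKM summed per gene) and off in another (under 0.1 FPKM). Of 30692 genes, 2 were so between La2 and Ov2, 4 between Bo1 and Bo2 and 5 between La3 and Ov3, while the other 63 pairs of libraries had from 37 to 197 (median 137). Pairs of libraries are not independent. Sampling near 0 is argued against, since at 20 FPKM for on the other pairs had at least 6 genes and the 3 pairs had 0. One library deposited under 2 labels is argued against, since at least 5.288% of genes on in both differed over 1.5-fold, though the limit set in advance was 5%. RNA of one library carried over into the other stays open. The limit set in advance was 10% of genes off elsewhere being over 4-fold apart within a pair, and at most 4.389% were (1.399% for La2 and Ov2, 4.051% for Bo1 and Bo2), but of other genes only 0.142%, 0.239% and 0.746% were. A graded difference in expression stays open as well. The 3 pairs fell short of a straight line through the other pairs against distance (-3.055 residual SDs for the nearer of La3 with Ov3 and Bo1 with Bo2, and -2.996 for La2 with Ov2), but that line does not reach 0 genes at a distance of 0, so close pairs tend to fall short of it. Against a graded difference for La3 with Ov3 and Bo1 with Bo2 stands at most 1 pair, Li2 and Li3, which had 37 genes. By the distance used for the line, over 22231 genes, Li2 and Li3 were nearer (0.0248, against 0.0304 and 0.0390). By Spearman's correlation over the mRNAs tested they were not (0.948, against 0.949 for La3 with Ov3 and 0.950 for Bo1 with Bo2). The order thus depends on the measure, and a single pair does not exclude a graded difference.

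It also stays open that the libraries of a pair may come from a shared tree or clone, or that labels may have been swapped between La and Ov. A shared tree or clone predicted that the 3 pairs would also have the fewest lncRNAs on in one and off in the other, and 2 of 3 did, with a tie with Li2 and Li3, so this was not met in full. A swap predicted more calls for a split that joins La2 with Ov2 and La3 with Ov3, and the 2 such splits gave 1473 and 24, against 0 for the real one (2548 at an unadjusted p for the split with 24, and 662 for the real one, in limma). These pairs had been seen to be close before the test, and a shared tree predicts the same, so these cannot be told apart. The labels give different tree ages for La and Ov. A swap between La and Ov would not account for Bo1 and Bo2, which share a group. Whether 1 RNA sample was sequenced more than once was not tested.

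Li1 and Ov1 had the fewest genes off that other libraries have on, 155 in each against 201 to 336 in the others. Their shares of such genes at an intermediate level were the highest (51.66% in Li1 and 33.81% in Ov1, at most 22.66% in the others), but with fewer genes off more are left to be intermediate, so this largely restates the pattern. RNA of several trees pooled and RNA of another library carried over may each give it, and they cannot be told apart. The totals behind the circRNA RPM argue against depth of the library, as far as they show it. Ov1, the shallower of the 2, had 81.5 megareads, and 9 other libraries had at least as many. Li1 had 84.6, more than most libraries, but fewer than Li2 (84.8), La3 (85.6) and Li3 (86.0). Those libraries had 336, 243 and 286 genes off. The depth behind FPKM, in which the pattern was seen, is unknown, so its part stays open. Leaf shape and tree age are not separated by this design, and no biological explanation was tested.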
